A study of Danio rerio with 2 samples. Its data were reported in "Chromatin architecture transitions from zebrafish sperm through early embryogenesis" (2021).

How the data were processed

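RNA polymerase II (Pol II) occupancy was measured by chromatin immunoprecipitation followed by sequencing (ChIP-seq) in untreated wild-type Tübingen zebrafish embryos at 4 h post-fertilization (hpf), the stage of zygotic genome activation. Of the 2 samples of the series, 1 was the Pol II immunoprecipitate, made with antibody 8WG16, and 1 was the input chromatin. Only the Pol II sample had a file used here, a single list of peaks. Values of the input were not used here.

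According to the study's methods, 50-bp single-end reads were aligned to the zebrafish build GRCz10 (Zv10) with Novoalign 2.8. Reads with several equally good positions were placed at 1 of them at random. Technical replicates were merged with SAMtools, and 2 biological replicates and 1 input were passed together to a multi-replicate wrapper around MACS2. The wrapper was run with an option on duplicate reads whose effect in that version was not determined here, so whether duplicates were kept, which bears on the highest scores, is unknown. The list is a pooled call, and no value of either replicate was used here. The authors deposited 1 integer score per peak, with a lowest value of 20, which is 10 times the threshold they state. The score was therefore read as 10 times the highest −log10 q within the peak, although the list does not state this itself. It was used to rank, filter and describe peaks within this list, and it measures the significance of a peak, which depends on depth and local background, not its fold enrichment. The list's fields for fold enrichment, p and q hold 0 for every peak and were not used. Peak bounds were multiples of 10 bp, the narrowest peak was 300 bp and the smallest space between neighbouring peaks was 210 bp. The random placement of reads shares signal among near-identical copies of a repeat, so a peak inside repeated sequence can stand for another copy. Sequencing depth was not given in the list, and precision was taken from the number of peaks alone.

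A genome and gene annotation of GRCz10 were not used here, so peaks were reported by position and no gene was named. Comparisons with transcription start sites, annotation classes, gene lists, gene length, small RNA genes and peak sequence had been planned before the data were examined and were not run for that reason. Positions are counted from 1. The rule for named regions, also set before the data were examined, took the 10 highest scoring peaks and the 5 longest clusters by covered length. Other regions named were chosen after their values were seen.

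Peaks per Mb were computed for the 25 assembled chromosomes, with the end of the last peak standing for the chromosome's length. The ratio of observed peaks to those expected from length carries an exact binomial (Clopper-Pearson) 95% interval, and peaks per Mb of 10-Mb bins an exact Poisson one. Shares of peaks carry Clopper-Pearson intervals. These intervals cover counting error only, and they are too narrow where peaks lie in clusters, since such peaks are not independent. Clustering was tested one-sided with 1000 random placements, in which every peak kept its chromosome and its width, by the share of peaks with a neighbour within 10 kb. Gaps in the assembly and sequence that cannot be mapped were not excluded from the placements. Peaks were stitched into clusters where the space between them was 10 kb or less. Shares of peaks on chromosome 4 were compared by two-sided Fisher's exact tests.

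Several scans were added after the data were seen: the shares of top-scoring and of broad peaks on chromosome 4, 1-Mb bins and long stretches without a peak against 200 placements of single peaks or of whole stitched clusters, the first 2 Mb of each chromosome, and distances between peak summits that recur within a cluster. In the last scan, the largest number of summit pairs up to 20 kb apart that shared a distance within 20 bp was counted in each of 344 clusters of 10 or more peaks. It was compared with random arrangements of as many summits, with Benjamini-Hochberg adjustment over the 344 clusters. A first run with 1000 arrangements called 0 clusters. In it, 5 clusters tied at the smallest p that 1000 arrangements can give, which came to an adjusted p of 0.0687. After that result was seen, the number was raised to 20000 for clusters with a first p of 0.01 or less, with the statistic and the threshold of 0.05 unchanged. As a second random model, each summit was shifted by up to 500 bp.

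The methods were tested on simulated data. Of 40 simulated lists of 20243 peaks without clustering, 2.5% gave p under 0.05 in the placement test. These lists were drawn by the same random placement as the test uses. The rate therefore says nothing on the effect of assembly gaps or unmappable sequence. A planted ratio of 1.89 on chromosome 4 was recovered as 1.91 (95% interval 1.83 to 1.98). Of 20 simulated clusters of 12 summits at an even spacing, with some summits displaced, 19 had an unadjusted permutation p under 0.05. Of 200 random clusters, 3 did. Calls in the real clusters used an adjusted p, so these rates do not carry over to them. Alternatives were a stricter score threshold (the top 25% of peaks), other distances, merging of peaks within 500 bp, other measures and exclusion of regions. Calculations used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1.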

Results

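Pol II binding in 4 hpf zebrafish embryos was represented by 20243 peaks, called once on 2 pooled biological replicates with 1 input. No replicate values were used, so no difference given here has a replicate check. Of the peaks, 19719 lay on the 25 assembled chromosomes and 524 (2.59%) on 175 unplaced scaffolds. Peaks covered 37.2 Mb, of which 36.4 Mb lay on assembled chromosomes, or 2.72% of their 1338 Mb span. The mean density was 14.7 peaks per Mb. The median peak was 850 bp wide (quartiles 480 and 1740 bp), and the median score was 77 (quartiles 46 and 177) against a lowest score of 20.

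Broad Pol II domains held a large part of the bound sequence. Peaks of 5 kb or more numbered 1615, or 7.98% of peaks (95% interval 7.61 to 8.36), and held 43.8% of the covered length. The 559 peaks of 10 kb or more (2.76% of peaks) held 24.0% of it. The broadest peak spanned 99.34 kb on chromosome 5 (42518311 to 42617650), and the next broadest, 68.31 kb, lay beside it (42617881 to 42686190). Score and width rose together across peaks (Spearman's rho 0.679), although peaks are not independent replicates. Under the reading of the score used here, peak bounds and score both follow from the same q values. Part of this relation, and of the difference in width between top and other peaks, may therefore be built in. The study examined chromatin insulation at a list of top Pol II peaks, whose ranking is not given in the sources used here, so the list ranked by score here may differ from it. Ranked by score, the top 1000 peaks scored at least 974 and had a median width of 5415 bp, against 800 bp for the rest. They fell in 764 separate clusters, where a lone peak counts as a cluster.

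Most of the highest scoring Pol II peaks lay in 1 region of chromosome 2. Of the 10 highest scoring peaks, 7 lay within positions 14991401 to 15057550 of that chromosome. The highest scored 312162 (15006581 to 15008640), followed by 245633 (14991401 to 14993060) and 183221 (15001641 to 15003840). The other 4 of the 7 scored between 66006 and 93023, and all 7 were between 1400 and 3730 bp wide. The remaining 3 of the 10 were broader. One on chromosome 4 (28738371 to 28755470, 17100 bp) scored 129970, and those on chromosome 25 scored 34958 (35771501 to 35805460) and 30586 (34536621 to 34568370). Only 82 peaks in the list scored above 10000.

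**Figure D1:**
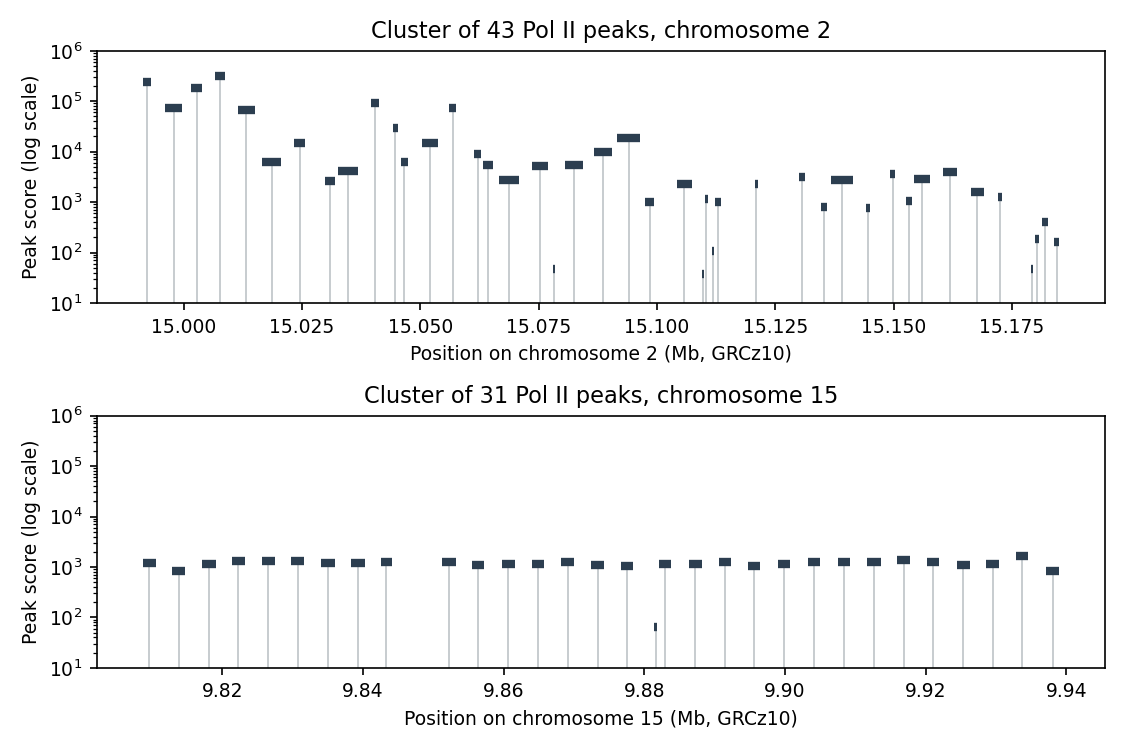
Position in Mb (horizontal) and score on a log scale (vertical) of each Pol II peak in a cluster of 43 peaks on chromosome 2 and a cluster of 31 peaks on chromosome 15. Dark bars give each peak's extent and grey lines join it to the axis. The highest peak on chromosome 2 scored 312162, and the highest on chromosome 15 scored 1633.

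Chromosome 4 carried far more Pol II peaks than any other chromosome. Its 3001 peaks made up 15.2% of those on assembled chromosomes, while it made up 5.73% of their span, a ratio of 2.66 (exact binomial 95% interval 2.57 to 2.75). Density on chromosome 4 was 39.2 peaks per Mb. Elsewhere it ranged from 8.80 on chromosome 9 to 20.7 on chromosome 22, with a median of 13.1. Chromosomes 3, 21 and 22 also had intervals above 1, with ratios of 1.34, 1.09 and 1.40, and 14 chromosomes had intervals below 1. The expected numbers include the peaks of chromosome 4, which lowers the ratio of every other chromosome. Chromosomes 5 and 6, at 13.4 and 13.3 peaks per Mb, lay above the median of 13.1 but were among the 14. Ratios without chromosome 4 were not computed, so how many chromosomes were low or high against the others was not determined. The binomial intervals treat peaks as independent. Counting stitched clusters in place of peaks gave a ratio of 2.33 (2.19 to 2.47) for chromosome 4.

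**Figure D2:**
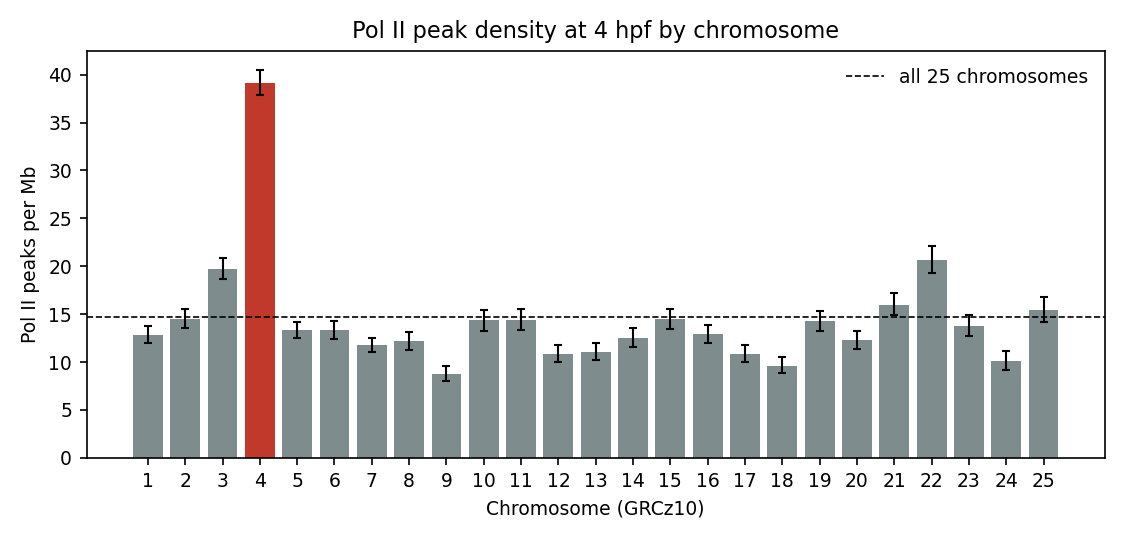
Pol II peaks per Mb (vertical) on each of the 25 chromosomes (horizontal), with exact binomial 95% intervals as error bars. The dashed line marks the 14.7 peaks per Mb of all assembled chromosomes, and chromosome 4 (red) reaches 39.2.

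The excess on chromosome 4 lay on its distal part, which is known as a heterochromatic long arm rich in repeats and zinc finger genes. From 30 Mb to the end it held 2504 peaks, or 83.4% of the chromosome's peaks. In 10-Mb bins, density was 19.9, 10.3 and 19.5 peaks per Mb up to 30 Mb, then 59.0 (exact Poisson 95% interval 54.3 to 64.0), 70.4 (65.3 to 75.8), 55.6 (51.1 to 60.4) and 49.1 (44.9 to 53.6) up to 70 Mb. The last 6.62 Mb had 24.6 peaks per Mb. The 114 full 10-Mb bins on other chromosomes ranged from 5.9 to 41.4, with a median of 12.25. Peaks beyond 30 Mb had a median score of 85 and a median width of 840 bp, against 76 and 860 bp on other chromosomes.

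**Figure D3:**
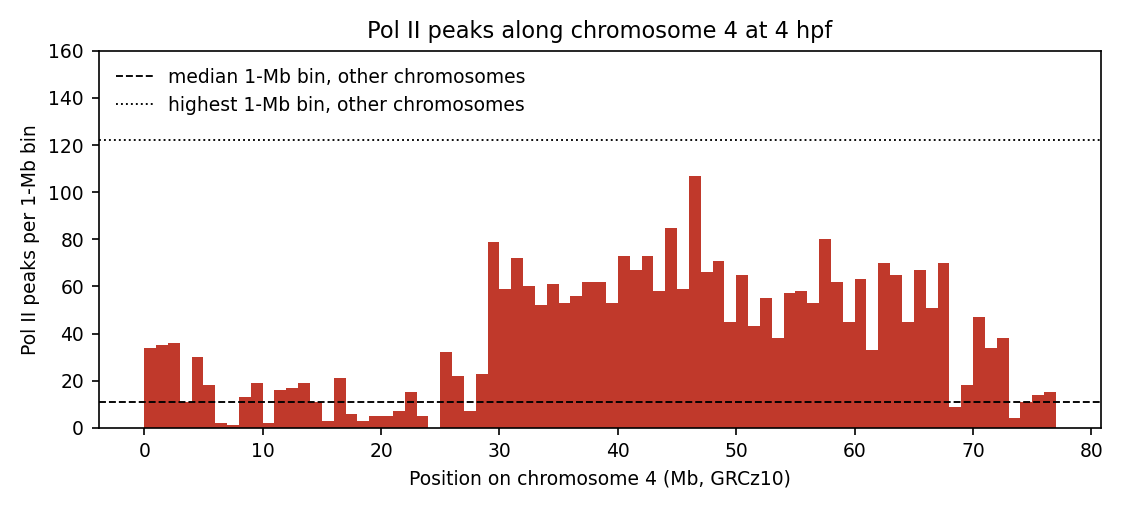
Number of Pol II peaks in each 1-Mb bin (vertical) along chromosome 4 (horizontal, Mb). The dashed line marks the median, 11 peaks, and the dotted line the highest number, 122, of the 1-Mb bins on other chromosomes. The fullest bin of chromosome 4 held 107 peaks.

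Broad Pol II peaks made up a smaller part of the peaks on chromosome 4 than elsewhere, although they too were in excess of its length. The ratio of observed to expected peaks of 5 kb or more, computed after the data were seen, was 1.63 (exact binomial 95% interval 1.39 to 1.90), below the 2.66 of all peaks. Chromosome 4 held 9.16% of peaks of 5 kb or more (7.80 to 10.7) against 15.3% of narrower peaks (14.8 to 15.8), an odds ratio of 0.558 (two-sided Fisher's exact test, p = 2e-12). Peaks within a cluster are not independent, and with 1 peak per stitched cluster the shares were 10.2% and 13.5%, an odds ratio of 0.726 (Fisher's exact p = 0.00119). Of the top 1000 peaks by score, 13.2% (11.2 to 15.5) lay on chromosome 4, against 14.9% (14.4 to 15.4) of the rest (two-sided Fisher's exact test, p = 0.144), so no difference was detected there. That call depended on how top peaks were chosen. With the top 2000 peaks the share on chromosome 4 was higher than in the rest, 16.5% against 14.6% (Fisher's exact p = 0.0287), and with the 1000 broadest peaks it was lower, 9.9% against 15.1% (Fisher's exact p = 3.03e-06). When 1 peak per stitched cluster was kept, the share among the top 1000 was higher, 15.1% against 12.6% (Fisher's exact p = 0.0286).

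Pol II peaks lay closer to one another than random placement gave. A neighbour within 10 kb was present for 83.4% of peaks, against a mean of 33.5% and a highest value of 34.9% in 1000 random placements (one-sided permutation test by placement, p = 0.001, the smallest that 1000 placements can give). Stitching formed 7021 clusters, lone peaks included, where random placement gave a mean of 16361. Of the 7021, 3653 held 2 or more peaks, against a random mean of 2908. Clusters of 5 or more peaks numbered 1240 against a random mean of 69.6 and a random highest of 89, and they held 51.7% of all peaks. Isolated peaks numbered 3368, or 16.6% of peaks. Clusters of 20 or more peaks numbered 37, of which 3 lay on chromosome 4, while no random placement gave more than 1. The number of such clusters was 14 with stitching at 5 kb and 3 with only the top 25% of peaks by score.

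**Figure D4:**
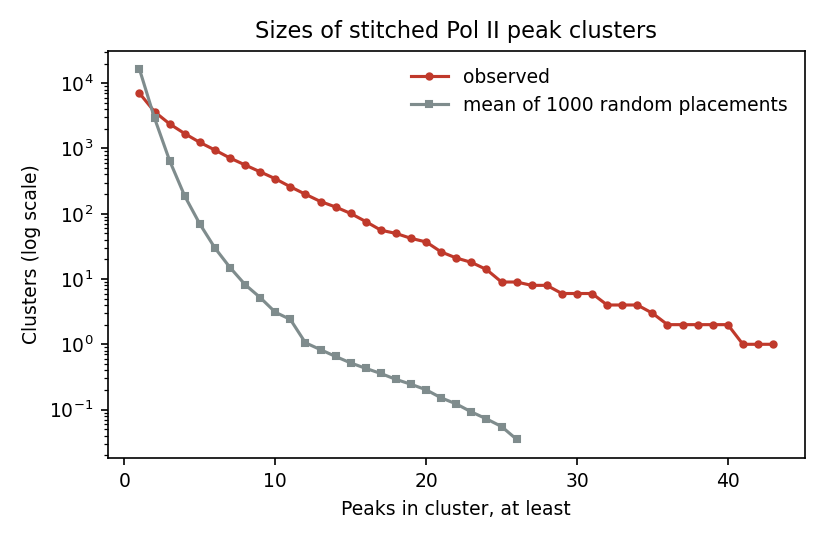
Number of stitched Pol II clusters (vertical, log scale) with at least the number of peaks on the horizontal axis, as observed (red) and as the mean of 1000 random placements (grey). Clusters of 5 or more peaks numbered 1240 observed and 69.6 on average at random.

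The 5 longest Pol II clusters by covered length lay on 5 different chromosomes and differed in structure. The longest, on chromosome 5 (42516921 to 42689580), consisted of 4 peaks that together covered 171 kb, or 99.0% of the region, with a highest score of 22799. On chromosome 17 (27706241 to 27801570), 10 peaks covered 91.5 kb, and the highest scored 1693. The region of extreme scores on chromosome 2 (14991401 to 15184950) ranked next, with 43 peaks, the most in any cluster. Its peaks covered 90.7 kb, or 46.9% of its 193.55 kb, and 34 of them were among the top 1000. On chromosome 15 (45576331 to 45670060) 11 peaks covered 74.7 kb, and on chromosome 14 (31450421 to 31526140) 4 peaks covered 71.4 kb. The largest cluster in any random placement had 26 peaks.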

Values the study reported

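For its analysis of insulation at sites bound by Pol II, the study used 1000 peaks.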

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

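The alternatives that left out regions, those for shares on chromosome 4, 1-Mb bins and recurring distances, and the merged, stitched and broad-peak counts for chromosome 4 were chosen after the data were seen. Clustering within 10 kb stayed above random placement under all 7 alternatives (46.3% to 87.6% of peaks with a near neighbour), the excess on chromosome 4 under all 5 (ratios 1.63, with only peaks of 5 kb or more, to 2.73), and the lower share of chromosome 4 among broad than among narrower peaks under both (10.2% against 13.5% with 1 peak per stitched cluster, odds ratio 0.726). The number of clusters was 3578 with the top 25% of peaks, which starts from fewer peaks. Clusters of 20 or more peaks numbered 14 with a 5 kb stitching gap and 3 with the top 25% of peaks. The share of top peaks on chromosome 4 was 13.2% as reported. It turned to the higher side with the top 2000 peaks (16.5%) and with 1 peak per stitched cluster (15.1% against 12.6%, Fisher's exact p = 0.0286), and passed the threshold on the lower side when ranked by width (9.9%). The cause was not tested. Bins of 1 Mb above every random placement numbered 17, 5 with the top 25% of peaks and 26 without chromosome 4, where the random highest fell from 66 to 41, and 10 with both changes. With whole clusters placed in place of peaks the number was 1, and 1 again without chromosome 4, because single-peak placement breaks up clusters. Clusters with a recurring summit distance numbered 5 with 20000 arrangements and 5 with shifted summits, but 0 with 1000 arrangements, where 5 clusters tied at the smallest p and had an adjusted p of 0.0687. Analyses at transcription start sites, by annotation class, of top peaks at promoters, gene lists, gene length, small RNA genes and peak sequence were not run under any setting. No paired analysis was possible because the replicates were pooled in 1 list, and for the same reason no replicate could be left out.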

Other observations

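The scans of bins, peak-free stretches, chromosome starts and summit distances were chosen after the data were seen, as was the test of the chromosome 2 region. Few 1-Mb bins exceeded the highest random bin once the close spacing of peaks was kept. That highest bin was taken over all chromosomes, so a bin below it can still be dense for its chromosome. Among 1351 bins, 17 held more peaks than any bin in 200 placements of single peaks, 12 of them on chromosome 4, and without chromosome 4 26 of 1274 did so (5 and 10 with only the top 25% of peaks by score). Placing single peaks breaks up clusters, so a cluster alone can lift a bin above them. When whole stitched clusters were placed, 1 bin exceeded every placement, with or without chromosome 4. It lay on chromosome 22 from 2 to 3 Mb and held 122 peaks, against a random highest of 118 with chromosome 4 and 108 without it.

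Long stretches carried no Pol II peak. Spaces of more than 1 Mb between neighbouring peaks numbered 122, against a mean of 56.9 and a highest count of 72 when whole clusters were placed at random 200 times. The longest was 2.79 Mb on chromosome 21 (8263621 to 11057140), within the 3.80 Mb that such placements reached. Density in the first 2 Mb exceeded the chromosome's mean on 14 of 25 chromosomes, with a median ratio of 1.01, and no shift was detected (two-sided sign-flip permutation test, p = 0.21). That test concerns a shift common to all chromosomes. Single ratios ranged from 0.518 on chromosome 25 to 3.19 on chromosome 22.

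The excess of peaks on chromosome 4 was weighed against features of peak calling. Weak calls near the threshold would leave little excess among strong peaks, but the ratio in the top 25% of peaks was 2.73 (2.56 to 2.92). Splitting of broad domains by the caller would lower the ratio once peaks within 500 bp were merged, and it was then 2.66 (2.57 to 2.76). With stitched clusters in place of peaks it was 2.33 (2.19 to 2.47), and with covered bases 2.18. A contribution of splitting at wider spaces to the size of the excess is therefore not excluded. As accounts of the whole excess, both explanations are argued against. Repeated sequence, with reads placed at random among its copies, and an assembly that lacks or collapses copies may still contribute. The peak call used the input, but the input's own values and genome sequence were not used here. Repeats and assembly therefore stay open. No biological explanation was tested.

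Close spacing of peaks was weighed in the same way. After merging within 500 bp, 75.8% of peaks still had a neighbour within 10 kb, against a random highest of 30.6%. Without chromosome 4 and without clusters of 20 or more peaks, 81.4% did, against 29.2%. Neither a few dense regions nor splitting at spaces of 500 bp or less therefore accounts for the pattern. The median space between neighbouring peaks was 2510 bp, so splitting of broad domains at wider spaces was not tested and stays open. Grouping of transcribed genes could produce it, as could uneven mappability, and neither was tested.

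A few clusters held many of the highest scoring peaks. The 6 clusters with 8 or more of the top 1000 peaks held 110 of them, or 11%. Repeated sequence units were tested as an explanation by recurring distances between summits: 3 of the 6 passed, all on chromosome 15, and so did 2 of the 338 other clusters tested. That count met neither the bound set for the explanation (more than 3) nor the bound against it (at most 1), so it stays undecided for the 6 as a set. In the first run, with 1000 arrangements, 0 clusters passed, which met the bound against it. The number of arrangements was raised after that run was seen, so the verdict depends on that change. In the chromosome 2 region the most pairs at 1 distance numbered 4, within the 4 reached by the middle 95% of random arrangements (one-sided permutation p = 0.194). By a rule written after the data were seen, such a value counted against repeated units there. The rule was later changed to ask for a value below the random median of 3. Under the changed rule the test decided nothing there, and repeated units stay open.

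The 3 clusters on chromosome 15 (9808711 to 9938960, 9659401 to 9723740 and 7200221 to 7284010) had 8, 5 and 7 summit pairs at distances of 4215, 4230 and 4225 bp (adjusted permutation p = 0.00344 each, from the smallest p that 20000 arrangements can give, and 0.00860, 0.0344 and 0.0115 with shifted summits). Their median scores were 1181, 1144 and 1055.5. The other 2 that passed held none of the top 1000 peaks. On chromosome 3 (38870851 to 38935540) 14 pairs lay 3777.5 bp apart, and on chromosome 13 (25182691 to 25235000) 5 pairs lay 9355 bp apart. Clusters on chromosome 25 (18683261 to 18779650) and chromosome 11 (30807951 to 30867690) had most pairs at 4285 and 4270 bp but did not pass (adjusted permutation p = 0.535 and 0.63). That 5 of the 6 clusters lay between 4200 and 4300 bp was noticed in these distances and has no independent test. Among all other clusters, summit pairs at this distance numbered 304, below the mean of 318.5 in the 10 neighbouring 100-bp bins. The distance was therefore not in excess in those other clusters as a whole. A pooled count cannot show a unit present in only a few of them. A repeated unit of this length, with reads shared among copies, is a candidate explanation for the 3 chromosome 15 clusters. The sequence needed to test it was not used here.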
